A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

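Genomic DNA from the tails of 9 mice of a non-irradiated family (sire, dam and 7 offspring) was compared with DNA of a single reference male on custom Agilent 2-colour arrays. Each animal was hybridised on 2 arrays with the dyes exchanged, and both arrays were counted as 1 replicate. The groups sire, dam and offspring were taken from the labels. The 18 arrays lay on 5 slides. Slide 1 held both parents, and the other slides held 2 offspring each except the last, which held 1. The arrays had been scanned in 3 batches, the first with the parents, the second with offspring 1 to offspring 4 and the third with offspring 5 to offspring 7. The position on the slide went with the dye layout.

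Per the file headers, the authors extracted the images with Feature Extraction 10.7.1.1, and the probes were placed on mouse build mm9 (NCBI 37). The deposited processed signals were intensities after the software's background subtraction and dye normalization, and the deposited median and background signals were intensities before these steps. The deposited log ratio was the log10 of red (Cy5) over green (Cy3). Outlier and background flags came from the same software. The deposited series matrix held log2 values, which were found to be the log2 ratio of the reference over the animal on every array and uncentred, by setting each column against the scanner values (r in size of 0.999 or more, after rounding, across the probes of each array, with a median per array from -0.02 to 0.01 that equalled that of the scanner values). Each array had 157881 genomic spots and 6563 control spots, which were left out.

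The log2 ratio of the processed red and green signals was computed for every spot and turned so that the animal was over the reference. Spots flagged as non-uniform or as population outliers (81 to 161 per array) were removed, repeated spots of a probe were averaged, and each array was centred on its median over autosomal probes, with no loess or quantile step. As a result, 126 probes lacked a value on at least 1 array. The SD between neighbouring probes (derivative log ratio) was 0.13 to 0.20 per array.

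A probe was positive when both arrays passed 0.5 in the same direction. Candidate regions needed at least 2 positive probes within 3 probe positions and 5 kb. The limits on the log2 ratio and on probe positions follow the second-screening rule of the study, and the limit of 5 kb was added here. The results of the first screening, which the study's rule also requires, were not analysed here. De novo candidates had no positive probe of the same direction in either parent. The dye background applied the same rules after the sign of the second array was reversed. Counts of offspring and parents were compared by an exact two-sided permutation test over all 36 splits, and 10 measures were adjusted together by the Benjamini-Hochberg method. Shares of offspring had exact Clopper-Pearson 95% intervals. Probes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, groups sire, dam and offspring, 1 value per animal) with Benjamini-Hochberg adjustment. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

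The text names up to 10 de novo candidates with the most positive probes, with ties ordered by the mean size of the log2 ratio, up to 5 regions called in a single parent and up to 5 shared by all animals in the same order, and the probes with the smallest adjusted p, of which only the leading one is given because the adjusted p values were tied near 1. The rule, the tests and most alternatives were fixed before the data were examined.

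The calling step was tested on simulated arrays of 153784 probes. They carried the measured mean dye effect and the noise level of each array, with normal noise independent between probes and animals. Of 200 planted losses of -1.0 on the log2 scale, 99.0% were recovered as de novo candidates, 96.0% of those with 2 probes, and no other candidate was called. Deviations shared by neighbouring probes or by animals were not simulated, so the absence of false candidates does not carry over to the measured arrays. The planted losses were also larger than the called de novo losses, whose mean log2 ratios were -0.95 to -0.54. The limma fit for offspring against parents was tested on 153658 simulated probes, of which 200 were changed in the offspring. The changes were losses of -1 on the log2 scale or smaller gains, with independent normal noise. The fit recovered 86.5% and made 6 false calls.

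The alternatives were thresholds of 0.4 and 0.8, the mean of both arrays in place of each array, at least 3 or 5 positive probes, adjacent probes only, no limit on distance, 2 stricter parental exclusions, the uncentred deposited log ratio, normexp background correction (offset 50), loess, the series matrix, a filter that removed 1044 probes not well above background in both channels of every array, and flagged spots kept. Normexp was planned on mean signals and was run on the median and background signals. For limma, slide as a random block, the parents as 1 group and the arrays of each dye layout alone were added. Probes on chromosomes X and Y were used only for the sex chromosome ratios. No coordinates were converted between builds.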

Results

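Array CGH compares the copy number of 2 DNA samples, each labelled with its own fluorescent dye and hybridised together to the probes of an array. The arrays analysed here belonged to a non-irradiated family (0 Gy) of C57BL/6 mice and to the second screening of the study, in which closely spaced probes were placed around probes that had been positive in a first screening. Tail DNA of 9 animals was examined, namely 1 sire, 1 dam and their 7 offspring, each against DNA of the same reference male. Every animal was hybridised on 2 arrays with the dyes exchanged, giving 18 arrays and 9 replicates. The 2 arrays of an animal shared their DNA and gave technical error only. After averaging repeated spots, 153784 autosomal probes, 48 X probes and 3 Y probes were available. The probes lay in 9406 groups separated by more than 1 kb, with a median of 11 probes per group and a median distance of 90 bp between probe starts. Of neighbouring probes, 32.0% overlapped. Between 99.6% and 99.9% of the spots of an array were well above background in both channels. Precision is limited by the number of arrays.

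The dye-swap design asked whether a deviation followed the animal or the dye. Across autosomal probes, the log2 ratios (animal over reference) of an animal's 2 arrays were negatively correlated in all 9 animals, with Pearson's r from -0.72 in offspring 4 to -0.36 in offspring 5 and a median of -0.44. These correlations are across probes, which are not independent replicates. The SD of the difference between the 2 arrays was 0.35 ± 0.04 (SD, n = 7) in the offspring and averaged 0.35 in the parents, whereas the SD of the dye-averaged log2 ratio was 0.10 ± 0.01 (SD, n = 7) and averaged 0.11. The exact two-sided permutation tests between generations gave p = 0.917 and p = 0.222. Of the alternatives tried, normexp background correction moved the median r most, to -0.48.

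A probe was called positive when both dye-swapped arrays gave a log2 ratio beyond 0.5 in the same direction. The sire had 65 positive probes and the dam 250. The offspring had 161, 17, 156, 20, 230, 202 and 240 in order of their numbers, or 147 ± 93.0 (SD, n = 7), against a mean of 157.5 in the parents. The difference between generations was smaller than the spread among the offspring (exact two-sided permutation test over 36 splits, p = 0.944; the smallest p this design allows is 0.0278). A single interval of chromosome 3 held 102 of the positive probes of the dam and 104, 104 and 101 of those of offspring 5, offspring 6 and offspring 7, and none of those of the other 5 animals. Outside it these 4 animals had 148, 126, 98 and 139. Losses outnumbered gains in every animal except offspring 2, which had 12 gains and 5 losses. Reversing the sign of 1 of the 2 arrays counts probes that follow the dye, and this dye background was larger than the count of positive probes in all animals except offspring 5, in which the counts were 228 and 230. It reached 1735 probes in offspring 3 and 1631 in offspring 4, the 2 animals of the third slide, and lay between 228 and 562 in the others. The rule of the same direction on both arrays cancels a pure dye effect, so the dye background does not estimate the number of false positive probes or regions. The median count per animal, 161, depended most on the threshold. It was 12 at 0.8 and 359 when the mean of the 2 arrays, and not each array, had to pass 0.5. Each slide and each scan batch held a single generation, so offspring and parents could not be compared within a slide or a batch.

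**Figure D1:**
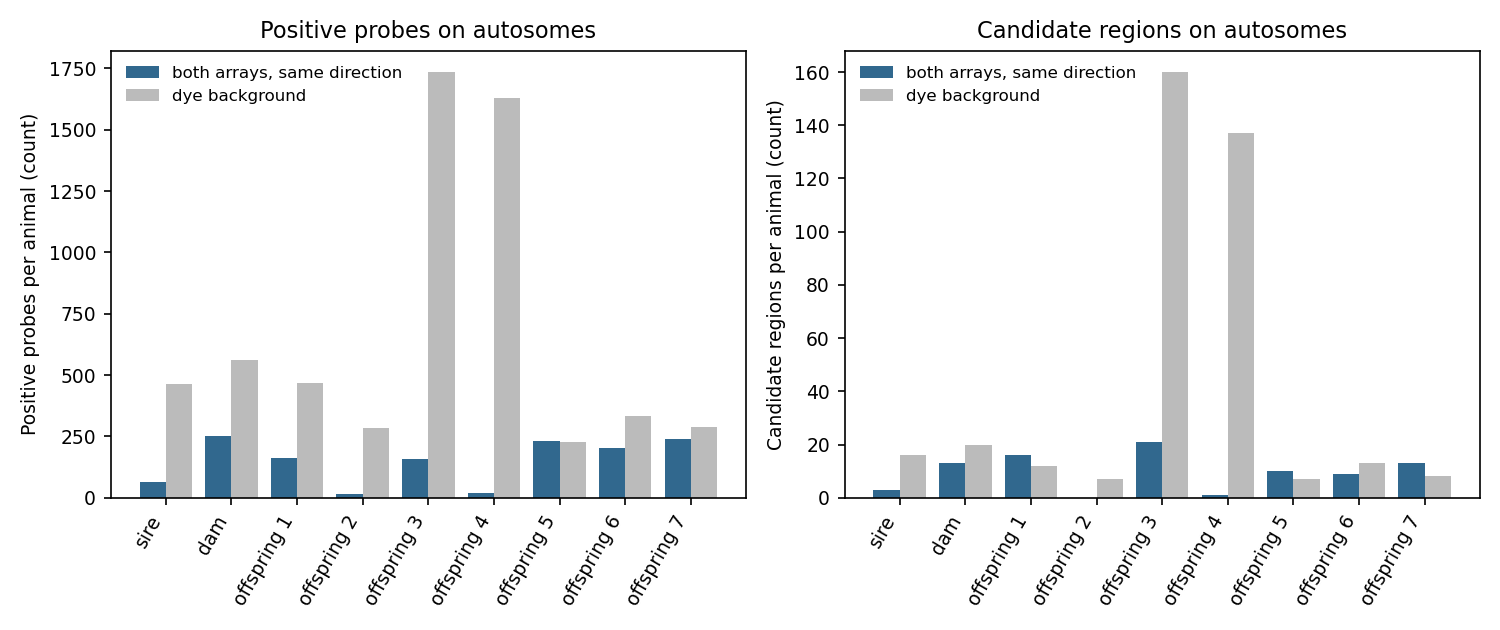
Positive autosomal probes (left) and candidate regions (right) per animal, as counts, with the count obtained after reversing the sign of 1 array of each pair (dye background, grey). The dye background was highest in offspring 3 and offspring 4, at 1735 and 1631 probes.

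Candidate regions were runs of at least 2 positive probes of the same direction, at most 3 probe positions and 5 kb apart. The sire had 3 and the dam 13. The 7 offspring had 16, 0, 21, 1, 10, 9 and 13, or 10 ± 7.62 (SD, n = 7), and the difference from the parents' mean of 8 was within the spread among offspring (exact two-sided permutation test, p = 0.806). Over all animals there were 86 called regions, 81 losses and 5 gains, and the dye background gave 380. The dam, offspring 5, offspring 6 and offspring 7 had 10, 10, 9 and 11 losses. All of these lay at sites with mean log2 ratios below -0.25 in these 4 animals and in no other animal. The 4 animals were also those with a low ratio on chromosome Y, so the counts compared between generations depend on this division. The count of the background exceeded that of the calls in 6 of the 9 animals and was below it in offspring 1, offspring 5 and offspring 7. All 10 measures compared between generations in this way had a Benjamini-Hochberg adjusted p of 1. A measure at the smallest possible p would have had an adjusted p of 0.278 if no other measure had a small p, so these tests say nothing about the absence of a difference.

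Family analysis asked which offspring regions had no positive probe of the same direction in either parent. There were 38 such de novo candidate regions, 36 losses and 2 gains, against 170 in the dye background, of which 87 were in offspring 3 and 70 in offspring 4. Because 2 sites were called in both offspring 1 and offspring 3, the 38 calls lay at 36 distinct sites. These 2 were on chromosome 2 from 56049531 to 56049608, which was also among the gains called in the dam, and on chromosome 5 from 87233928 to 87234031. Offspring 3 had 20 of the 38 and offspring 1 had 15, offspring 7 had 2 and offspring 4 had 1, while offspring 2, offspring 5 and offspring 6 had none. The total was 18 without offspring 3 and 23 without offspring 1. It was 0 at a threshold of 0.8, 207 when the mean of the 2 arrays had to pass 0.5, and 7 after normexp background correction. In offspring 1 and offspring 7 the calls exceeded the dye background, at 15 against 2 and 2 against 1. As this background counts only probes that follow the dye, these comparisons do not test the calls. The candidates were small. A total of 34 rested on 2 positive probes and 4 on 3, the span had a median of 100 bp and a range of 63 to 685 bp, and in 25 the positive probes overlapped one another. Regions without a positive probe in any of the other 8 animals, which can be counted in parents too, numbered 3.43 ± 5.09 (SD, n = 7) per offspring and averaged 1.5 in the parents (exact two-sided permutation test, p = 0.833).

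The 10 candidates with the most positive probes, ordered among ties by the size of the log2 ratio, were all losses, 8 in offspring 3 and 2 in offspring 1. Coordinates refer to mouse build mm9 (NCBI 37). Those with 3 positive probes were on chromosome 10 from 120432307 to 120432680 (offspring 3, mean log2 ratio -0.73), chromosome 7 from 131238762 to 131239422 (offspring 1, -0.66), chromosome 11 from 47575887 to 47576471 (offspring 3, -0.65) and chromosome 4 from 22048320 to 22048550 (offspring 3, -0.64). Of the candidates with 2 probes, the lowest ratio was on chromosome 1 from 40189217 to 40189329 in offspring 3, where the 2 arrays gave -1.28 and -0.63. The others were in offspring 3 on chromosome 10 from 45143258 to 45143329 (-0.87), chromosome 19 from 26171902 to 26172065 (-0.85), chromosome 17 from 32947452 to 32947534 (-0.77) and chromosome 15 from 61988124 to 61988564 (-0.75), and in offspring 1 on chromosome 3 from 29313361 to 29313727 (-0.85). In all 10 regions some of the other animals deviated as well. The dam was above the reference, with mean log2 ratios of 0.23 to 0.53, as was offspring 7, with 0.28 to 0.47. Whichever of offspring 1 and offspring 3 had the call, the other was also low, the range over the 10 regions being -0.85 to -0.48 in offspring 1 and -0.95 to -0.50 in offspring 3. The sire, offspring 2 and offspring 4 stayed within 0.25 of 0 in all 10. None of the 38 candidates had all other 8 animals within 0.25 of 0. The array files give no gene names, and the annotation of build mm9 was not used here.

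**Figure D2:**
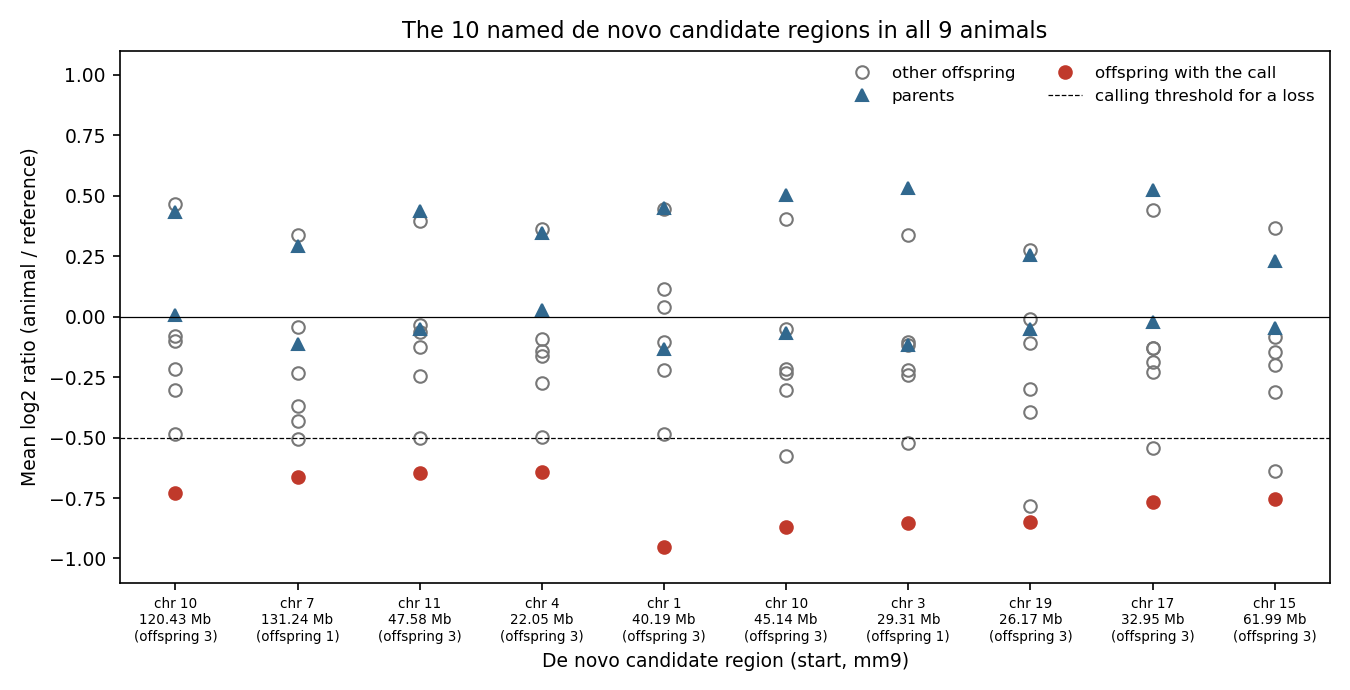
Mean dye-averaged log2 ratio (animal over reference) of all 9 animals in the 10 named de novo candidate regions, with the offspring that had the call in red, the parents as triangles, the other offspring as open circles and the threshold for a loss dashed. In each region the dam lies above 0, at 0.23 to 0.53.

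No region was called in all 9 animals, the 53 regions of the family being called in at most 4 animals, and none was called in both parents. A total of 16 regions were called in a single parent, 3 in the sire, all losses, and 13 in the dam, 10 losses and 3 gains. The number was 35 when the mean of the 2 arrays had to pass the threshold and 2 when 5 positive probes were required. The largest were 2 losses on chromosome 3 of the dam, from 25429874 to 25449872 and from 25416456 to 25424318. They were separated by a stretch of 5555 bp without probes. As regions of the family they held 65 and 39 positive probes, and the dam itself had 102 over the interval. Offspring 5, offspring 6 and offspring 7 were called in both, that is 3 of 7 or 42.9% (exact Clopper-Pearson 95% interval 9.90% to 81.6%, covering counting error only). Over the 110 probes of the whole interval, the mean log2 ratio was -1.72 in the dam, -1.79 in offspring 5, -1.79 in offspring 6 and -1.74 in offspring 7, corresponding to ratios of 0.305, 0.290, 0.289 and 0.299. It was 0.01 in the sire and 0.02, 0.01, 0.01 and 0.02 in offspring 1 to offspring 4. The SD over the probes was 0.63 in the dam and 0.10 in the sire. The difference between dam and sire far exceeded that between the 2 arrays of the dam, which gave -1.74 and -1.69.

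**Figure D3:**
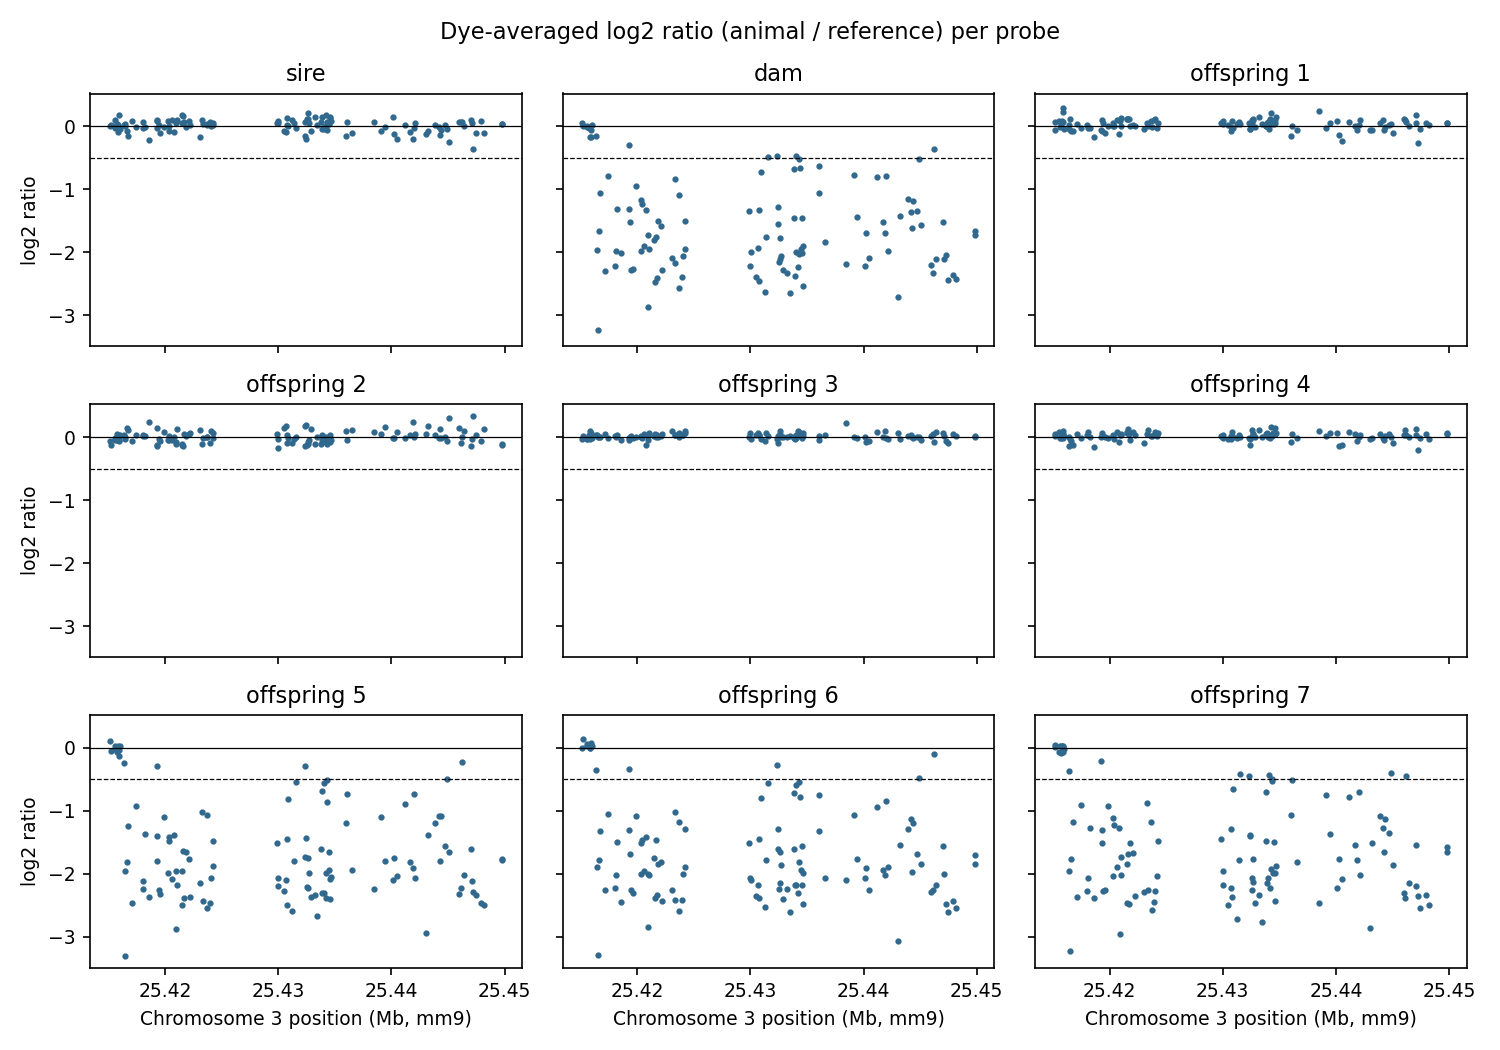
Dye-averaged log2 ratio (animal over reference) of each probe against its position on chromosome 3 (Mb, mm9) in all 9 animals, each point being a probe and the dashed line the threshold for a loss. The dam, offspring 5, offspring 6 and offspring 7 average -1.72 to -1.79 over the interval and the other animals 0.01 to 0.02.

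The remaining named regions of a single parent were also losses of the dam with calls in offspring 5, offspring 6 and offspring 7. They were on chromosome 11 from 5832136 to 5833147 (3 probes, dam -1.29), chromosome 6 from 4993175 to 4993260 (2 overlapping probes, dam -1.69) and chromosome 1 from 56063836 to 56063919 (2 overlapping probes, dam -1.49). All 10 losses of the dam, which lay on 6 chromosomes, had mean log2 ratios below -0.25 in offspring 5, offspring 6 and offspring 7 and above it in the sire and the other 4 offspring. The 3 gains of the dam were called in none of the 7 offspring (exact 95% interval 0 to 41.0%), although offspring 7 had mean log2 ratios of 0.49, 0.48 and 0.32 there, past the limit of 0.25 used for the losses. Of the 3 losses of the sire, that on chromosome 9 from 81668652 to 81668721 was called in offspring 3. Offspring 1 and offspring 4 had mean log2 ratios of -0.91 and -0.83 there without a call. That on chromosome 9 from 6224388 to 6224463 was called in offspring 1, with -0.52 in offspring 3 and -0.59 in offspring 4. The third was called in no offspring, although offspring 1, offspring 3 and offspring 4 had mean log2 ratios of -0.59, -0.61 and -0.53 there. Offspring 5 was above the reference in all 3, at 0.69, 0.59 and 0.37.

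A shift shared by the offspring was sought by fitting the dye-averaged log2 ratios of the 9 animals with limma. None of 153658 autosomal probes passed an adjusted p of 0.05 for offspring against the mean of the parents, and 4742 probes (3.09%) had an unadjusted p under 0.05. The probe with the smallest p, A_67_P02507334 on chromosome 12 from 47417026 to 47417085, averaged -0.14 ± 0.11 (SD, n = 7) in the offspring and 0.31 in the parents. Its difference was -0.45 ± 0.08 (SE), with the same direction in 7 of 7 offspring and an adjusted p of 1 in limma. With slide as a random block the count remained 0, at an estimated correlation of -0.09 within slides, and 6066 probes had an unadjusted p under 0.05. With scan batch as a random block it was also 0.

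The sire and the dam differ in sex, which gave a copy number difference of known direction. The median log2 ratio over the 48 X probes was -0.06 and 0.05 on the 2 arrays of the sire and 0.75 and 0.93 on those of the dam, so that sire minus dam was -0.84. The difference exceeded that between the arrays of an animal. Over the 3 Y probes the sire had -0.05 and 0.05 and the dam -1.78 and -1.67, and sire minus dam was 1.72. The alternatives left the X difference between -0.87 and -0.72, the latter under normexp background correction. The sex of the offspring was not taken from the labels, and the offspring were not grouped by it.

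**Figure D4:**
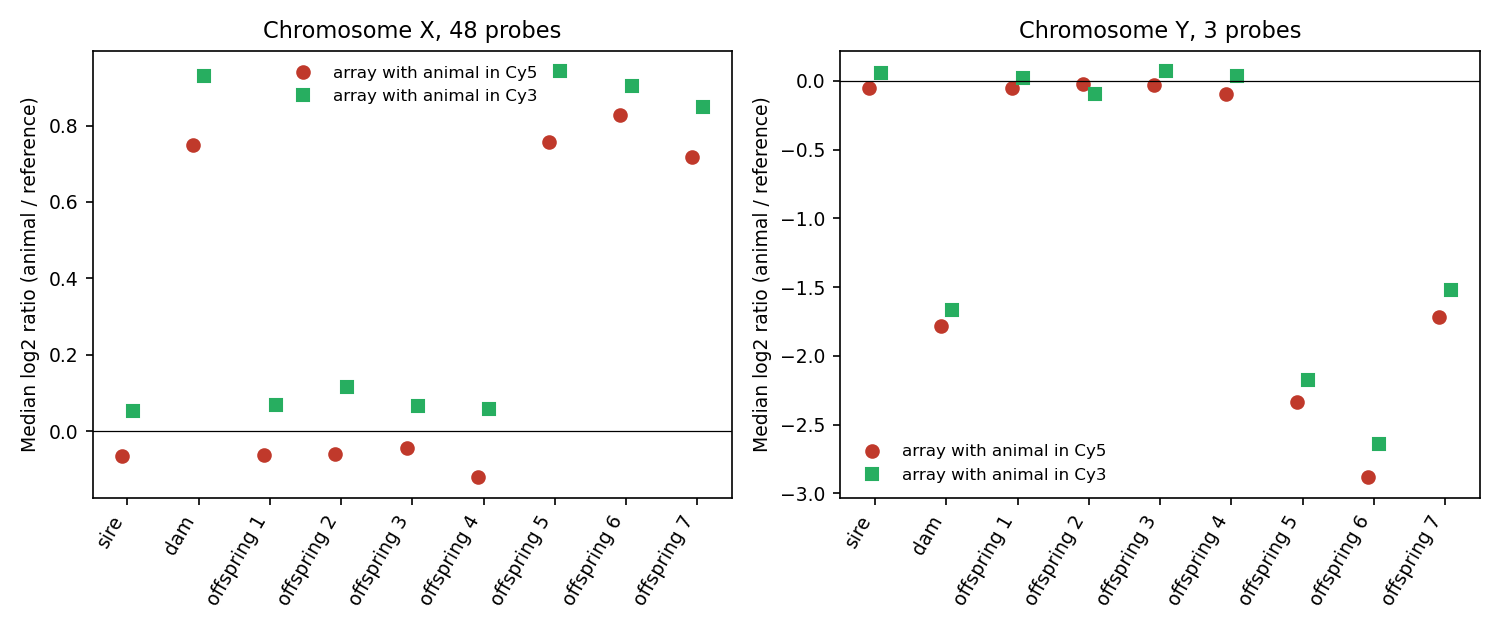
Median log2 ratio (animal over reference) over the 48 X probes (left) and the 3 Y probes (right) of each animal, shown separately for the array with the animal in Cy5 (circles) and in Cy3 (squares). On X the dam had 0.75 and 0.93 and the sire -0.06 and 0.05.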

Values the study reported

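The study reported that 7.1% of F1 mice of its non-irradiated group, 11 of 156, carried de novo deletions, and that 5.1%, or 8 of 156, carried deletions with at least 2 positive probes in the first screening. In that group it counted 11 deletions and 3 duplications after quantitative PCR. Over its non-irradiated and irradiated groups together, it also described 5 mice with 9 to 108 de novo candidates each, all of them deletions with only 1 positive probe in the first screening. Quantitative PCR of some of these candidates upheld several in each of the 5 mice. The count of 11 deletions leaves these mice out.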

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

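All tests in this part were chosen after the result was seen. The comparisons of the report used the X probes of the parents only. In 3 offspring the median log2 ratio over the 48 X probes was well above the level of the sire, whose arrays gave -0.06 and 0.05. It was 0.85 in offspring 5, 0.87 in offspring 6 and 0.78 in offspring 7, and between -0.03 and 0.03 in offspring 1 to offspring 4. Centring did not account for it, since the lowest of the 3 values was 0.78 without centring. Nor did the dye, since the lowest value on any of the 6 arrays was 0.72. A candidate explanation is 2 copies of chromosome X against 1 in the male reference. The Y probes could have contradicted it, and in 9 of 9 animals a high X ratio and a low Y ratio occurred together or were both absent, the median Y ratio being -2.26, -2.76 and -1.62 in offspring 5, offspring 6 and offspring 7 and between -0.06 and 0.02 in offspring 1 to offspring 4. These 3 offspring were also the only animals of the third scan batch. The dam, scanned together with the sire, exceeded the sire by 0.84 on X and had a median Y ratio of -1.72. On X the 3 offspring thus lay near the dam, which belonged to another batch. A batch shift in 1 direction is argued against, since X was high and Y was low on both arrays of each of the 3 offspring. A smaller contribution of the batch to these ratios cannot be told apart. The labels were not used to assign the sex of the offspring, and no other biological explanation was tested.

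Of 28 values or regions checked for an offspring far from the other 6, none passed the limit of Dixon's test, which chance alone passes in about 1 of 20 such checks.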

How the results depend on the processing

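Removal of principal components or of the probe length trend, the rule on overlapping probes, scan batch as a block and leaving out single offspring were chosen after seeing the data. Of 115 alternative values, 80 were the same as the reported value within 1.5 times for counts or within the spread, and 35 moved. A change of sign was possible only for the dye-swap correlation and the X difference, and none occurred. The values that stayed include counts of 0, namely 17 for regions shared by all 9 animals and 11 for limma. For de novo candidates, 14 alternatives moved and 12 stayed. The dye-swap correlation, the X difference and the count of 0 regions shared by all 9 animals did not move under any alternative tried for them. Where a result moved, the cause was not tested unless stated.

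With the threshold at 0.4, the median of positive probes was 334, de novo candidates numbered 130 and regions of a single parent 31. At 0.8 these were 12, 0 and 10, with a median of 1 candidate region per animal. With the mean of both arrays past 0.5, the medians were 359 positive probes and 19 regions, with 207 de novo candidates and 35 regions of a single parent. Requiring 3 positive probes left a median of 2 regions, 4 de novo candidates and 3 regions of a single parent, and requiring 5 left 0, 0 and 2, which follows from the size of the regions.

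Normexp lowered the medians to 49 positive probes and 5 regions, de novo candidates to 7 and regions of a single parent to 9. Of the 38 de novo candidates, 6 were found again. This alternative changed the signals used, the background correction and the offset together, and these were not separated. Loess gave 33 de novo candidates, close to the reported count, but only 15 of the 38 were found again. The filter on dim probes left 24, all among the 38. A loss itself lowers the signal of its animal, so this filter does not show that the others were due to weak signal. Requiring both parents within 0.25 of 0 left 5. Keeping flagged spots gave limma 1 probe instead of 0 (A_67_P12601439 on chromosome 4 from 38750154 to 38750208, named after its value was seen), with an adjusted p of 0.0219. It was 1.29 in the sire, -0.08 in the dam and 0.02 ± 0.05 (SD, n = 7) in the offspring, so the call rested on the sire, and it had a flagged spot in 1 animal. In the other limma alternatives the count was 0 and the smallest adjusted p was 0.714 to 1.

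Removing the first principal component left medians of 58 positive probes and 4 regions, and 4 de novo candidates, 1 gain and 3 losses against 2 gains and 36 losses. Removing the first 2 left a median of 6 regions and 14 de novo candidates, none of which was among the 38. Removing the probe length trend raised de novo candidates to 59. With 2 positive probes that do not overlap there were a median of 3 regions, 13 de novo candidates and 5 regions of a single parent. Without each offspring in turn, de novo candidates numbered 18 (without offspring 3) to 38.

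No paired analysis was possible because the parents were 1 animal each and the numbers of the offspring pair no samples.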

Other observations

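All tests in this part were chosen after the patterns were seen.

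The losses of the dam did not behave as independent autosomal differences. On each of the 6 chromosomes with such a loss, the same 3 offspring were low, namely offspring 5, offspring 6 and offspring 7, which independent transmission of each chromosome forbids except by a rare coincidence. A log ratio wave across the array as the whole cause is argued against by the chromosome 3 interval, in which the dam still had a mean log2 ratio of -1.21 after the first 2 principal components were removed. Scan batch is argued against for the dam, since sire and dam were scanned together and differed by 1.72 there, whereas among the offspring the 3 low animals made up the third batch. A candidate explanation is sequence that is also present on chromosome Y of the male reference, so that animals without a Y chromosome look as if they had lost it. In 9 of 9 animals a low Y ratio and a low ratio in these regions occurred together or were both absent. The ratio of 0.289 to 0.305 over the interval was also below the 0.5 that a loss of 1 of 2 copies gives, which may point to several additional copies in the reference, the sire and offspring 1 to offspring 4. The probe sequences were not analysed here, so the match to Y remains a hypothesis. The related idea that autosomal probes share sequence with chromosome X was not resolved, as 0 autosomal probes were called as gains in exactly the 4 animals with high X ratios and 0 in any other of the 126 sets of 4 animals, and a small gain may stay under the threshold.

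The de novo candidates were not quiet sites with a deviation in a single animal. A change private to the animal, with the others at the level of the reference, is argued against. Of the 38 candidates, 0 had all other 8 animals within 0.25 of 0, and in 35 another animal passed 0.25 in the opposite direction. Among sites drawn at random from probes called in no animal, 96.8% had all other 8 animals within 0.25 of 0, but such sites were quieter by selection. Over the 35 candidates of offspring 1 and offspring 3, the median log2 ratio was 0.39 in the dam and 0.40 in offspring 7 against -0.63 and -0.65 in those 2 offspring. The trend with probe length is argued against as the whole cause, since 28 of the 38 were found again after its removal. Probe length was taken as a stand-in for base composition. It is a weak one, as the median and the largest length were both 60 bases, so an effect of base composition remains open. Overlapping probes that read the same short stretch also do not account for all, since 13 remained where 2 positive probes had to be free of overlap. A deviation shared with the other 8 animals is a candidate explanation. When the value predicted from the other 8 animals was subtracted, 0 of 38 candidates were left. Of 1900 changes of the same size placed at sites drawn from probes called in no animal, 80.1% stayed. This choice of sites favours survival, so the contrast is partly built in. The prediction was fitted on probes called in no animal and had a median of -0.32 at the candidates of offspring 1 and -0.27 at those of offspring 3, so it covered only part of their deviation. A true small loss on top of a variable site may therefore remain among them.

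Removal of the first 2 principal components, which held 37.2% and 17.3% of the variance of the dye-averaged log2 ratios, also left 0 of the 38 candidates. The count of candidates left did not separate the explanations, because only 5.84% of the placed private changes survived the removal. The share of the log2 ratio left had a median of 42.7% in the candidates, with a highest value of 72.5%. In the placed changes the median was 76.8%, so every candidate kept less than the median placed change. The spread of the placed changes was not examined, so a wave across the array cannot be told apart from private changes by this test. The score of the first component correlated between neighbouring probes that do not overlap (r = 0.17 across 95163 pairs at most 1 kb apart, which are not independent), and at -0.01 between shuffled pairs.

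The negative correlation between the dye-swapped arrays of an animal may come from the dye preference of single probes. Between arrays of different animals with opposite dye layouts, for which the shared reference alone gives a negative correlation, the red over green ratios had a median r of 0.60 across probes, with a range of 0.28 to 0.78 over 72 pairs of arrays. No biological explanation was tested.

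De novo losses were called in 3 of 7 offspring here. This is not the measure quoted from the study above, which required a positive probe in the first screening and a test by quantitative PCR, and no direction is drawn between them.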
